A study of Arabidopsis thaliana with 12 samples. Its data were reported in "Hypoxia represses pattern-triggered immune responses in Arabidopsis" (2024).

How the data were processed

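Poly(A) RNA was sequenced from whole Arabidopsis seedlings of 2 genotypes, each treated with water (mock) or with 1 µM flg22. The design had 4 groups of 3 replicates, 12 libraries in all. According to the methods of the study, the sequencing provider filtered the paired-end reads with SOAPnuke and aligned them with HISAT. The authors deposited estimated counts (expected counts) per gene, not scaled to library size. The table listed 23739 genes under Entrez identifiers. Fractional values made up 7.5% of its entries and occurred in 2661 genes, which shows that some reads had been divided among genes or isoforms. The annotation and the counting tool behind the table were not stated. Column averages of each group, which the table also held, were not used here. Proteomic measurements, the rescue line and the separate experiment with combined hypoxia and flg22 were not analysed here.

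Expected counts were rounded to whole numbers. Genes were matched by Entrez identifier to the RefSeq annotation of TAIR10.1, which gave an entry for all 23739 genes. The build used for the alignment is unknown, so this annotation was used only for gene names and for which genes lie near each other, and no chromosome positions are given. Low counts were removed with filterByExpr of edgeR 4.0.16 in R 4.3.3, which left 20439 tested genes holding 99.97% of all counts and took out 3300 genes. Normalization factors were computed by the trimmed mean of M-values (TMM). Expression is given as CPM, the counts of a gene scaled to the normalised library size. A quasi-likelihood negative binomial model with robust dispersions was fitted to all 12 libraries with 1 mean per group, and each comparison was tested with the quasi-likelihood F-test. P-values were adjusted by the Benjamini-Hochberg procedure over all tested genes. A differentially expressed gene (DEG) had an adjusted p under 0.05 and a change of more than 1.5-fold, which are the thresholds of the study. All p-values are two-sided unless stated. Adjusted p-values of single genes come from edgeR unless DESeq2 is named.

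The comparisons were flg22 against mock in each genotype, a1a2 against Col-0 in each treatment, and the interaction, which is the difference between the flg22 responses of the 2 genotypes. These comparisons share libraries, so their values are not independent of each other. The amplitude of the flg22 response was compared as the total least squares slope through the origin of the a1a2 change against the Col-0 change, with log2 CPM at a prior count of 2. The genes for this slope were the 4946 DEGs of the flg22 effect averaged over both genotypes, and its p-value came from an exact permutation of genotype labels within each treatment. Overlap with hypoxia was tested with Fisher's exact test against a list of 687 genes, each with a direction, that changed after 2 h of hypoxia in seedlings of an independent published experiment. Only gene names and directions were taken from that list. The overlap was also compared with 10000 random lists of equal size matched on mean expression.

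Gene sets were tested with camera (limma 3.58.1) at a preset correlation of 0.01 on the log2 CPM values, 45 tests in all, with adjustment over these tests. The sets were the rising and the falling genes of the 2 h hypoxia list, hypoxia markers, PTI markers, indolic and aliphatic glucosinolate genes, and genes of iron deficiency, phosphate starvation and sulfur limitation. The smaller sets were written from general knowledge. Some of their members were known from the study to change in these libraries, so those sets are not independent evidence. Of the 33 PTI markers, 13 also belong to the rising genes of the hypoxia list, as do 27 of the hypoxia markers, 3 of the iron deficiency genes, 3 of the phosphate starvation genes and 1 indolic glucosinolate gene. Gene Ontology (GO) terms with 10 to 500 genes, from the biological process annotation that the authors deposited beside the counts, were tested with one-sided Fisher's exact tests against the 14751 tested genes that carried an annotation, 879 terms per list. Terms were used as listed for each gene, and genes of a narrower term were not added to broader terms.

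Genes were named by a rule. It took 27 genes that the text of the study names for this experiment. It added, for each of the 4 comparisons, the 3 DEGs with the largest fitted rise and the 3 with the largest fitted fall among genes with a mean of at least 1 CPM and no overlap in CPM between the replicates of the compared groups. For the interaction it took the genes with the smallest p-values past the threshold, of which there were none. Where all libraries of a group held at most 3 counts of a gene, the fold change is given as a lower bound computed against 3 counts. The groups, the tests, the sets, the naming rule and the main alternatives were fixed before the data were examined.

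The alternatives were size factors by the median of ratios (RLE), no filter on low counts, the replicate number as a block, DESeq2 1.42.0, a fit to only the 6 libraries of a comparison, the adjusted p without the fold change threshold, a test against the 1.5-fold threshold itself (glmTreat), and leaving out each library in turn. For the gene sets, camera with an estimated correlation and fry were run as well. Scaling to library size alone, DESeq2 with the replicate block, fry with the replicate block, 3 further alternatives for the shared DEGs and the hypoxia overlap (glmTreat, the adjusted p alone and DESeq2 on 6 libraries), the GO tests, the lists of clock genes (10 of the morning, 10 of the evening) and of 25 root genes, and the values of sets and of GSL5 within each replicate number were added after the data had been seen. Alternatives were recomputed for the gene set means that passed the threshold, for the hypoxia markers after flg22 and for the named genes that passed it or changed over 1.5-fold. This choice was made after the values were seen, because set means near 0 outside it changed sign when single libraries were left out.

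Whether libraries with the same replicate number had more in common was checked on the deviations of each library from its group mean. The 18 pairs of libraries with the same number correlated at 0.218 to 0.660 (median 0.485) across genes, and the 36 pairs with different numbers at -0.549 to 0.155 (median -0.246). The numbers therefore pair the samples across groups, and values with the replicate block are given beside the results that they change. For other splits of the samples, all 10 ways of dividing the 6 libraries of a comparison into groups of 3 were fitted. For the interaction, random exchanges of genotype labels within treatments were drawn with a fixed seed.

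Total counts per library ranged from 20285662 to 22433536. Replicates of a group differed by more than counting error, with chi-square values per degree of freedom of 22.4 to 87.6 for pairs of replicates, so all tests used the spread between replicates. With 3 replicates per group, an exact permutation of 6 libraries cannot reach a p under 0.05, and the tests rely on the dispersions that the models share across genes. The models were tested on simulated data with the 20439 genes, 200 genes changed by 2-fold between the genotypes and replicate effects estimated from these libraries. A replicate number had the same effect in all 4 groups, and the dispersions came from the blocked fit. The unblocked edgeR fit recovered 66.5% of the changed genes with 0 false calls, the blocked fit recovered 90.0% with 3.74% false calls, and DESeq2 without block recovered 82.5%. A simulated slope of 0.8 was recovered as 0.797. Among 100 simulated sets without change, camera gave 0 p-values under 0.05, camera with estimated correlation gave 1 and fry gave 3. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.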

Results

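The Arg/N-degron pathway marks proteins for degradation by the nature of their N-terminus, and arginyl transferases encoded by ATE1 and ATE2 add the arginine that this marking needs. Seedlings of the wild-type accession Col-0 and of the double mutant ate1-2 ate2-1 (a1a2) were compared. At an age of 10 days, they received either water or 1 µM flg22, a peptide from bacterial flagellin that elicits pattern-triggered immunity (PTI), and were harvested after 1 h. Transcript levels were measured by RNA-seq in 3 replicates of each of the 4 groups. The mock-treated Col-0 libraries held 21376578, 21456533 and 21500325 counts for replicates 1, 2 and 3. After flg22, the Col-0 libraries held 20285662, 21521813 and 22358970. Totals in a1a2 were 22418316, 21575146 and 21654297 in mock-treated and 21535455, 22433536 and 21468291 in flg22-treated seedlings. Between 22063 and 22413 genes had at least 1 count in a library. The 10 most abundant genes took 5.48% to 9.72% of the counts of a library. The TMM factors were 1.053 to 1.157 in mock-treated and 0.855 to 0.960 in flg22-treated libraries, so the composition of the RNA differed between the treatments.

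The first principal component of log2 CPM carried 72.6% of the variance and separated all 6 flg22-treated libraries from the 6 mock-treated ones. The second carried 9.64% and ordered the libraries by replicate number in each of the 4 groups, with replicate 1 highest and replicate 3 lowest. The third carried 5.71% and separated the genotypes, with scores of -28.6 to -4.54 in Col-0 and 14.1 to 27.4 in a1a2.

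**Figure D1:**
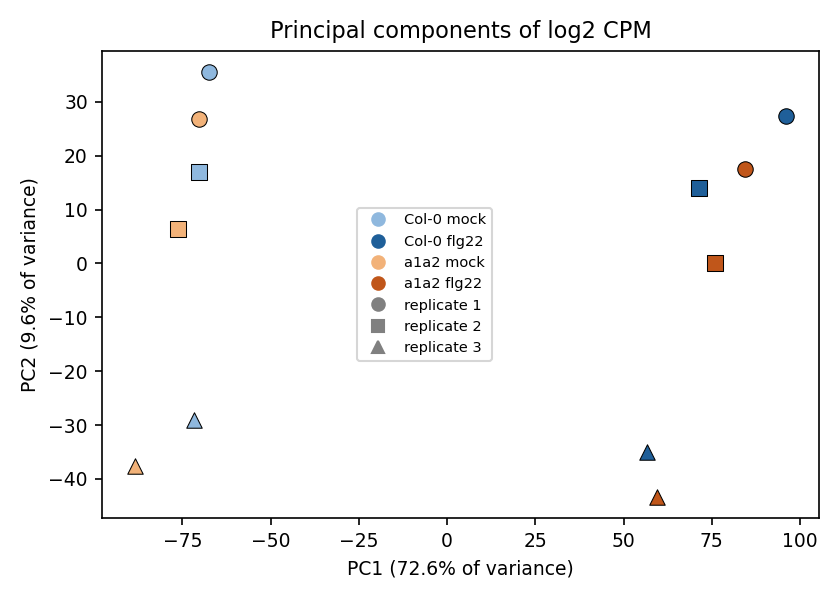
Scores of the 12 libraries on the first and second principal components of log2 CPM (no unit), coloured by group and with a marker for each replicate number. The mock-treated libraries lie between -88.4 and -67.5 on the first component and the flg22-treated ones between 56.8 and 96.1, while replicate 3 lies lowest on the second component in each group.

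Expression of the mutated genes was examined first, since it checks the genotype labels. ATE1 (AT5G05700) was expressed at 22.4 ± 0.44 CPM in mock-treated and 24.7 ± 3.84 CPM in flg22-treated Col-0 (SD, n = 3). In a1a2, its level was 2.60 ± 0.37 and 3.15 ± 0.94 CPM (SD, n = 3). The log2 fold change of a1a2 against Col-0 was -3.11 in mock (adjusted p 5.87e-05) and -2.97 after flg22 (adjusted p 7.50e-05). ATE2 (AT3G11240) was expressed at 6.42 ± 0.49 and 5.24 ± 0.71 CPM in mock-treated and flg22-treated Col-0, and at 0.419 ± 0.136 and 0.256 ± 0.142 CPM in a1a2 (SD, n = 3). Its log2 fold change was -3.91 in mock (adjusted p 0.00011) and -4.34 after flg22 (adjusted p 9.01e-05). Levels of the genotypes did not overlap for either gene. Among the alternatives, the fit to only the 6 libraries of a comparison raised these adjusted p-values most, to at most 0.00718, and DESeq2 with the replicate block lowered that of ATE1 in mock most, to 5.36e-57. None of the alternatives run for them brought these 4 changes across the threshold.

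**Figure D2:**
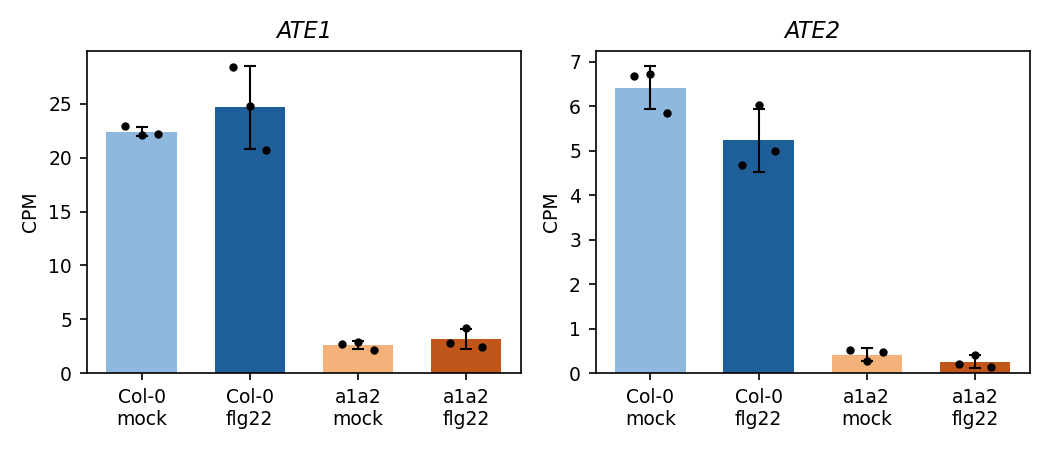
ATE1 and ATE2 expression in CPM for the 4 groups. Bars give the mean, error bars the SD and points the 3 replicates. Each a1a2 replicate lies below each Col-0 replicate.

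To determine the transcriptional response to flg22 in the wild type, flg22-treated Col-0 seedlings were compared with mock-treated ones. This comparison gave 4287 DEGs, 2843 upregulated and 1444 downregulated. The alternative that moved this number most was a test against the 1.5-fold threshold itself, with 2445 DEGs. Scaling to library size alone, which lowered the median log2 fold change of all genes by a shift of -0.249 in Col-0 and -0.254 in a1a2, gave 5587 DEGs in Col-0, of which 2243 rose and 3344 fell. The larger number of upregulated genes therefore holds relative to the median gene, and the balance flips without that correction. Of the 4287 DEGs, 3687 were also DEGs under that scaling. The largest fitted rises were those of AT5G51190, AT2G22880 and CYP82C3 (AT4G31950). All their mock-treated Col-0 libraries held at most 3 counts, so the rise was at least 314-fold, 202-fold and 1500-fold, with adjusted p-values of 0.000795, 6.34e-06 and 3.32e-06. Such bounds do not rank the genes, and BGLU27 (AT3G60120) rose at least 250-fold. The bound for AT5G51190 was 169-fold without replicate 3 of flg22-treated Col-0, and that for BGLU27 was 133-fold without replicate 1 of that group. The largest falls were those of AT3G09450 (log2 fold change -3.56 ± 0.76, SE, adjusted p 0.00432), CIB1 (AT4G34530; -2.99 ± 0.73, adjusted p 0.00946) and AT5G47610 (-2.97 ± 0.43, adjusted p 0.00033). Without 1 library, the change of AT3G09450 was -2.83 (mock-treated replicate 3) or -4.50 (flg22-treated replicate 3), and that of CIB1 was -4.65 (flg22-treated replicate 2).

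Among 879 GO terms, 69 were over-represented in the upregulated and 8 in the downregulated DEGs of Col-0. The term "response to chitin" led the former, with 90 genes where 16.5 were expected (adjusted p 1.70e-49), ahead of "defense response to bacterium" with 121 genes where 41.7 were expected (adjusted p 1.99e-27). Of 76 genes annotated to "innate immune response", 28 were upregulated, where 10.4 were expected (adjusted p 1.38e-05). Among downregulated genes, "RNA modification" (57 genes, 25.8 expected, adjusted p 1.09e-05) and "cell wall organization" (44 genes, 21.2 expected, adjusted p 0.0014) came first. In a1a2, 69 terms were over-represented among upregulated and 11 among downregulated DEGs, and "response to chitin" again led, with 90 genes (16.3 expected, adjusted p 6.79e-50).

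The same comparison in a1a2 gave 4326 DEGs, 2835 upregulated and 1491 downregulated. The test against the 1.5-fold threshold itself gave 2512, and scaling to library size alone gave 5544, of which 2207 rose and 3337 fell. Of the genes with the largest fitted rises, AT5G51190 and AT2G22880 rose at least 696-fold and 232-fold, and BGLU27 rose at least 245-fold (adjusted p-values 0.000417, 5.14e-06 and 2.31e-05). CIB1 fell to at least 28.2-fold lower levels (adjusted p 0.00127). AT4G30250 (log2 fold change -4.07 ± 0.53, SE, adjusted p 0.000129) and AT5G20790 (-3.84 ± 0.49, adjusted p 0.000105) followed. The change of AT4G30250 was -4.70 without replicate 3 of flg22-treated a1a2.

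To ask whether the response depended on the genotype, the lists were compared and the interaction was tested gene by gene. The genotypes shared 3743 DEGs, all of which changed in the same direction. The test against the 1.5-fold threshold itself moved this number most, to 2235. Another 544 genes were DEGs in Col-0 alone and 583 in a1a2 alone. Of the former, 542 changed in the same direction in a1a2 and 168 had an adjusted p under 0.05 there without reaching 1.5-fold. Of the latter, 572 changed in the same direction in Col-0 and 191 had an adjusted p under 0.05. In the direct test, 0 of 20439 genes showed an interaction at an adjusted p under 0.05, and 188 genes (0.920%) had an unadjusted p under 0.05, of which 16 were DEGs in Col-0 alone and 35 in a1a2 alone. A difference in response was thus not detected for any single gene. If no gene differed, a fraction of about 0.05 of all genes would have an unadjusted p under 0.05. The share found was lower, so the test was conservative and does not show that the responses were equal. With the replicate number as a block, 0 genes passed as well, with 431 (2.11%) at an unadjusted p under 0.05, again a lower share. The alternative that moved this result most was DESeq2 with the replicate block, chosen after the data had been seen, which called 4 genes. They were AT4G24110 (interaction -2.22, adjusted p 1.25e-05), LBD41 (-1.40, adjusted p 0.0179), CBP60G (1.33, adjusted p 0.0321) and AT5G24240 (-1.94, adjusted p 0.0327), and each had an adjusted p of 1 in edgeR without block. AT4G24110 and CBP60G were named for this call alone, after their values were seen.

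Across the 20439 genes, the flg22 responses of the genotypes correlated with a Pearson r of 0.964, and across the 3743 shared DEGs with an r of 0.987. Genes are not independent replicates, so no p-value is attached to these correlations. The median absolute log2 fold change of the shared DEGs was 1.33 in Col-0 and 1.36 in a1a2. The slope of the a1a2 response on the Col-0 response was 1.053 over 4946 genes. It lay within the range of slopes given by exchanging genotype labels, 0.825 to 1.212 (exact permutation p 0.545, 400 assignments). Within replicate numbers 1, 2 and 3 the slopes were 0.951, 1.086 and 1.134. Leaving out replicate 3 of flg22-treated Col-0 moved the slope to 0.993, and leaving out replicate 1 of the same group moved it to 1.121, with exact p-values of 0.945 and 0.115. For GSL5 (AT4G03550), a callose synthase gene whose induction the study contrasts between the genotypes, the log2 fold change after flg22 was 1.04 ± 0.13 in Col-0 (SE, adjusted p 0.000127) and 0.83 ± 0.13 in a1a2 (adjusted p 0.000636). The interaction was -0.21 ± 0.19 in edgeR (p 0.295, adjusted p 1) and -0.20 with the block (p 0.219, adjusted p 1). The unadjusted p was 0.219 to 0.345 over the alternatives and 0.116 to 0.598 over the fits that each left out 1 library. Within replicate numbers 1, 2 and 3 the interaction of GSL5 was -0.35, -0.13 and -0.12, all with the same sign, so a small difference is neither established nor excluded.

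**Figure D3:**
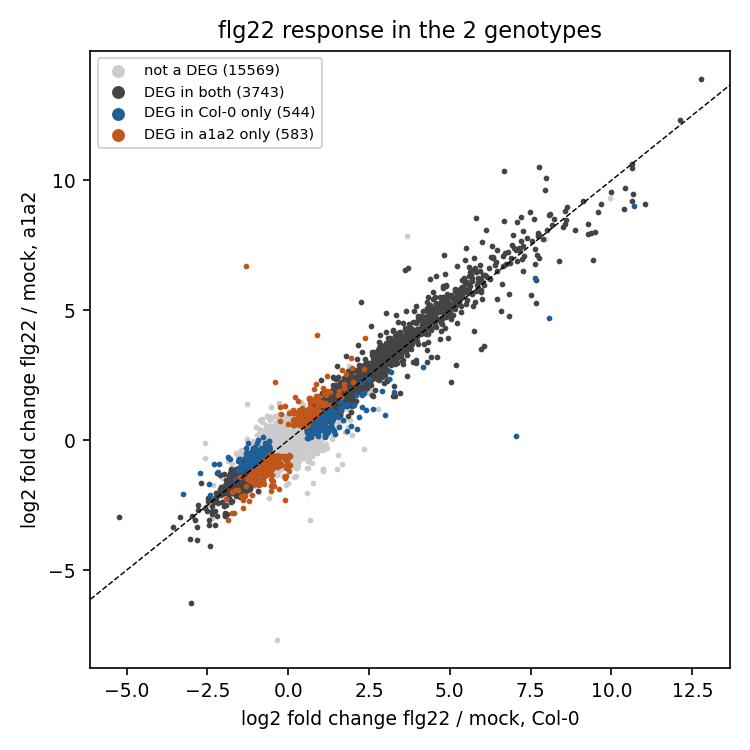
Log2 fold change after flg22 in a1a2 (vertical axis) against that in Col-0 (horizontal axis), 1 point per tested gene, with the line of equal change dashed. The 3743 DEGs shared by the genotypes lie along the line, and the 544 and 583 DEGs of a single genotype lie mostly on the same side of 0 on both axes.

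The effect of losing arginyl transferase activity was then examined by comparing a1a2 with Col-0 within each treatment. In mock-treated seedlings, 34 genes were DEGs, 28 higher and 6 lower in a1a2. This number depended on how variation between replicate numbers was treated. With the replicate number as a block there were 196 DEGs, 91 higher and 105 lower, and these contained all 34. DESeq2 gave 103 DEGs without and 323 with the block, which was the largest number, and the fit to only the 6 libraries of the comparison gave 12, the smallest. Leaving out 1 Col-0 library also mattered, with 14 DEGs without mock-treated replicate 3 and 15 without mock-treated replicate 2. At an unadjusted p under 0.05 there were 940 genes (4.60%) without and 2413 (11.8%) with the block. The largest fitted rises in a1a2 were those of AT2G17850 (at least 91.2-fold, adjusted p 0.0262), AT1G12805 (log2 fold change 6.20 ± 0.77, SE, adjusted p 0.00785) and ICL, the isocitrate lyase gene (AT3G21720; 5.99 ± 0.52, adjusted p 0.000516). After ATE2 and ATE1, the largest fall was that of AT5G24240 (-2.82 ± 0.35, adjusted p 0.00727). AT5G24240, AT2G17850 and AT1G12805 each lost their call under 1 of 7 alternatives, with adjusted p-values of up to 0.0599, 0.152 and 0.149. AT2G17850 lost its call without replicate 1, 2 or 3 of mock-treated Col-0 or replicate 2 of mock-treated a1a2 (adjusted p 0.0511 to 0.204), and AT1G12805 without replicate 2 or 3 of mock-treated Col-0 (0.0596 and 0.0504). The sizes of these rises also rested on single libraries. Without replicate 1 of mock-treated a1a2, the bound for AT2G17850 was 44.9-fold and the log2 fold change of AT1G12805 was 5.58. Without replicate 1 of mock-treated Col-0, the other Col-0 libraries held at most 3 counts of AT1G12805, and its rise was at least 50.7-fold.

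In flg22-treated seedlings, 28 genes were DEGs between the genotypes, 21 higher and 7 lower in a1a2. With the block there were 169, 63 higher and 106 lower, which contained all 28. DESeq2 gave 82 DEGs without and 275 with the block. Leaving out replicate 1, 2 or 3 of flg22-treated Col-0 gave 16, 15 and 16 DEGs, and leaving out replicate 1 of flg22-treated a1a2 gave 18. The largest fitted rises belonged to AT1G12805 (at least 25.2-fold, adjusted p 0.0211), FTM1 (AT1G43800; log2 fold change 5.76 ± 0.90, SE, adjusted p 0.0376) and PCO1 (AT5G15120; 5.63 ± 0.28, adjusted p 7.96e-06). The bound of AT1G12805 gives it no place above FTM1, PCO1 or ICL (5.15 ± 0.49, adjusted p 0.000965). FTM1 lost its call without any 1 of the 6 libraries (adjusted p 0.0556 to 0.269) and under 2 of 7 other alternatives (up to 0.0744). AT1G12805 lost it without any 1 of the 3 flg22-treated Col-0 libraries or without replicate 1 or 3 of flg22-treated a1a2 (adjusted p 0.0649 to 0.165). AT5G24240 was the gene with the largest fall (-4.82 ± 0.33, adjusted p 7.50e-05), ahead of ATE2 and ATE1. The mock and flg22 lists shared 26 DEGs, all in the same direction. Another 8 genes were DEGs in mock alone and 2 after flg22 alone, and neither of these 2 had an interaction with an unadjusted p under 0.05. With the block, 120 DEGs were shared, 76 were specific to mock and 49 to flg22. Of these 49, 39 were lower in a1a2, and 8 had an interaction with an unadjusted p under 0.05, 0 of them after adjustment. The shared number fell to between 14 and 17 when replicate 2 or 3 of mock-treated Col-0, any 1 flg22-treated Col-0 library or replicate 1 of flg22-treated a1a2 was left out. "Response to hypoxia" was the only over-represented GO term among DEGs higher in a1a2, with 4 genes in mock (adjusted p 0.000191) and 4 after flg22 (adjusted p 4.00e-05), where 0.0542 and 0.038 were expected. With the block, "sulfate transport" was added in mock (3 genes, adjusted p 0.032). The DEGs lower in a1a2 in mock with the block were over-represented for 5 terms, led by "cellular response to nitric oxide" (4 genes, adjusted p 0.00312), "response to zinc ion" (5 genes, adjusted p 0.00446) and "iron ion homeostasis" (4 genes, adjusted p 0.0131).

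To test the connection between the flg22 and hypoxia responses, the Col-0 flg22 DEGs were compared with the genes that changed after 2 h of hypoxia in an independent experiment. Of 687 listed genes, 657 were tested here, and 365 of these (55.6%) were flg22 DEGs, against 19.8% of the other tested genes. The odds ratio was 5.05 (95% confidence interval 4.30 to 5.94, Fisher's exact p 5.24e-87). The adjusted p without the fold change threshold moved it most on the lower side, to 3.98, and omitting the filter on low counts most on the upper side, to 5.77. Among 10000 random lists matched on expression, none had as many flg22 DEGs, with a median of 143 and a maximum of 185. The direction was the same for 331 of the 365 common genes (90.7%), with 234 higher and 97 lower in both. Of the remainder, 15 rose under hypoxia and fell after flg22, and 19 did the opposite. The term "cellular response to hypoxia" was over-represented among genes upregulated by flg22 in Col-0 (16 of 24 genes, 3.27 expected, adjusted p 2.43e-07), whereas "response to hypoxia" was not (9 of 40 genes, 5.45 expected, adjusted p 0.534). Genes of the first, narrower term were not added to the second. The study reported "response to hypoxia" as enriched among its flg22 genes, using another tool. The counts given here do not test that result. The genotype DEGs also overlapped with the list. In mock, 20 of the 34 DEGs belonged to it, all of them higher in a1a2 and after hypoxia (odds ratio 44.3, Fisher's exact p 9.54e-22). After flg22, 13 of the 28 did, again all higher (odds ratio 26.6, Fisher's exact p 8.36e-13). With the block, these numbers were 42 of 196 and 36 of 169, with odds ratios of 8.70 and 8.56. Of these, 37 of 42 and 31 of 36 were higher in a1a2, and 39 and 35 changed in the same direction as under hypoxia.

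Gene sets were used to ask whether groups of genes shifted together. Of 45 tests with camera, 30 had an adjusted p under 0.05. The alternative that moved this number most was camera with an estimated correlation, which kept 7 of the 30, and fry kept 12. Both kept the rising genes of the hypoxia list and the PTI markers in each genotype after flg22, the hypoxia markers in a1a2 against Col-0 in both treatments, and the sulfur limitation genes in a1a2 against Col-0 in mock. Fry also kept the falling genes of the hypoxia list and the indolic glucosinolate genes in each genotype after flg22, and the sulfur limitation genes after flg22 in a1a2. The other calls given here held with the preset correlation and not under these 2 alternatives. Neither of them takes the pairing by replicate number into account. Fry with the replicate block, which was chosen after the data had been seen, kept 23 of the 30 calls and added 3.

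The PTI markers rose after flg22 by a mean log2 of 3.73 in Col-0 and 4.04 in a1a2, with 33 of 33 genes higher in each (adjusted p 2.33e-26 and 3.14e-27). Indolic glucosinolate genes rose by 2.45 and 2.60, with 10 and 9 of 12 genes higher (adjusted p 0.000272 and 0.000201). Aliphatic glucosinolate genes changed by -0.71 and -0.86 (adjusted p 0.0146 and 0.00398), with 1 of 15 higher in each. The first of these calls was lost without replicate 1 of flg22-treated or replicate 3 of mock-treated Col-0 (-0.59 and -0.46), and the second without replicate 1 of flg22-treated a1a2 (-0.66). The second was also -0.48 without mock-treated and -1.32 without flg22-treated replicate 3 of a1a2. With fry, these 2 calls had adjusted p-values of 0.313 and 0.231 without the block and 0.000664 and 0.000228 with it. The 425 tested rising genes of the hypoxia list rose by 1.66 and 1.73 (adjusted p 2.56e-24 and 5.14e-23), and the 232 falling ones changed by -0.33 and -0.36 (adjusted p 3.14e-10 and 6.31e-11). The 30 hypoxia markers did not pass the threshold after flg22 in either genotype, with mean changes of 0.60 in Col-0 and 0.42 in a1a2 (adjusted p 0.268 and 0.275). The medians were 0.22 and 0.32, with 19 and 18 genes higher and 6 and 5 of these DEGs. The means therefore do not describe the typical marker, and they include fits of genes at the floor such as AT2G17850. The Col-0 result was not firm. Fry with the replicate block brought it past the threshold (adjusted p 0.0443), in a range of 0.038 to 0.838 over the alternatives. The mean was 0.31 without flg22-treated replicate 1. Scaling to library size alone gave an adjusted p of 0.038 with a lower mean of 0.36. That scaling shifted the median of all genes by -0.249, so the call gained with it is no evidence on the rise of the markers. In a1a2, the same scaling gave 0.15 with an adjusted p of 0.0487, in a range of 0.0487 to 0.838. The same limit holds for this value, as the median shift was -0.254. There the mean was -0.005 without flg22-treated replicate 1, 0.15 without mock-treated replicate 3 and 0.92 without mock-treated replicate 1, the latter with an adjusted p of 0.00431 in a range of 0.00431 to 0.944.

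Between the genotypes, the hypoxia markers were higher in a1a2 by a mean log2 of 3.09 in mock, with 29 of 30 genes higher, and by 2.91 after flg22, with 30 of 30 higher (adjusted p 3.00e-75 and 3.58e-62). These fitted means include genes at the floor in Col-0, such as AT2G17850, whose fits are not bounded. Averaged over log2 CPM ratios within replicate numbers, the means were 2.73 and 2.65. The 21 iron deficiency genes were all lower in a1a2 in both treatments, with means of -1.11 in mock and -1.03 after flg22 (adjusted p 8.30e-12 and 6.31e-10). These 2 calls had fry adjusted p-values of 0.226 and 0.284 without and 0.0121 and 0.0201 with the replicate block. Within replicate numbers 1, 2 and 3, the mean of the iron deficiency genes in mock was -0.79, -1.65 and -0.78. The phosphate starvation genes were higher in a1a2 by 0.99 in mock (13 of 15 genes, adjusted p 7.01e-14, fry 0.0551) and by 0.55 after flg22 (12 of 15 genes, adjusted p 9.32e-05, fry 0.3). The sulfur limitation genes were higher by 0.59 in mock (14 of 15 genes, adjusted p 4.72e-13, fry 0.00198) and by 0.41 after flg22 (12 of 15 genes, adjusted p 0.000101, fry 0.0586). The latter call was lost without replicate 1 of flg22-treated a1a2 (0.23, adjusted p 0.0672). With the block, fry gave adjusted p-values of 0.000695 and 0.0106 for the phosphate genes and 0.00152 and 0.0231 for the sulfur genes in the same order.

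**Figure D4:**
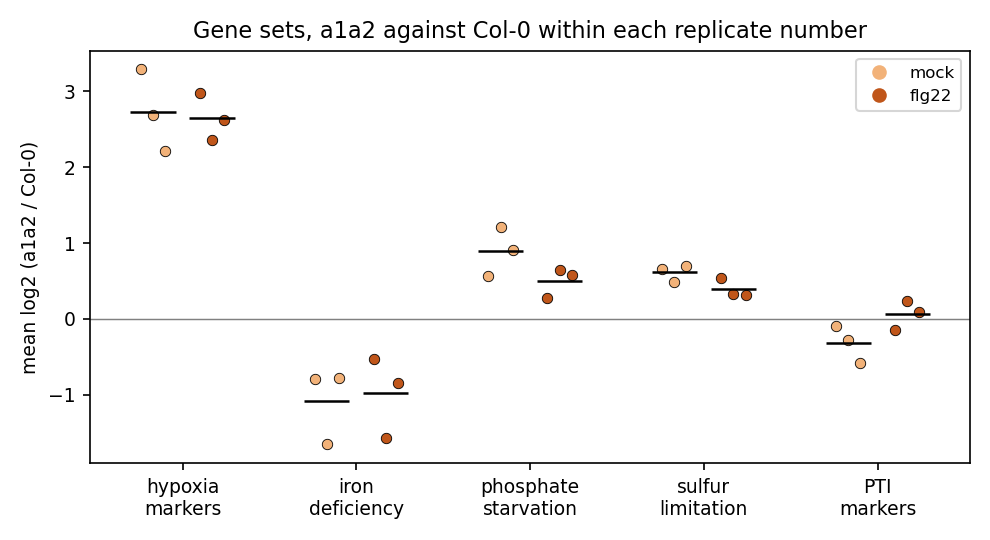
Mean log2 ratio of a1a2 to Col-0 over the genes of 5 sets, in mock and after flg22. Points give the ratio within each of the 3 replicate numbers and lines their mean. The hypoxia markers lie between 2.21 and 3.29 in every comparison, and the iron deficiency genes lie below 0 in each.

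Of the 27 genes that the text of the study names for this experiment, 16 had an adjusted p under 0.05 after flg22 in Col-0 over all genes, and 17 when adjusted over the list alone. In a1a2 both numbers were 15. With the block, the numbers over all genes were 18 and 16. For a1a2 against Col-0, the numbers over all genes were 6 in mock and 4 after flg22, and 15 and 14 when adjusted over the list alone. The block raised the former to 12 in mock and 14 after flg22. The interaction gave 0 genes in either way, and with the block 1 gene when adjusted over the list alone. The study chose the list on these samples, so the adjustment over the list is not independent evidence. WRKY33 (AT2G38470) rose after flg22 from 29.7 ± 2.57 to 886 ± 217 CPM in Col-0 (SD, n = 3), with a log2 fold change of 4.90, and the log2 fold changes of CPK28 (AT5G66210), RBOHD (AT5G47910), MPK3 (AT3G45640), SAG21 (AT4G02380), EDS1 (AT3G48090) and PAD4 (AT3G52430) were 4.12, 3.37, 3.30, 2.57, 2.54 and 2.46. The receptor genes FLS2 (AT5G46330) and EFR (AT5G20480) rose by 1.85 ± 0.49 (SE, adjusted p 0.0149) and 2.23 ± 0.32 (adjusted p 0.000258) in Col-0. FLS2 lost its call without replicate 1 of flg22-treated or replicate 2 or 3 of mock-treated Col-0 (adjusted p 0.0554 to 0.0752 without these, in a range of 0.0101 to 0.0752). Of the hypoxia genes in the list, LBD41 (AT3G02550) rose by 3.29 ± 0.51 (adjusted p 0.000533), AlaAT1 (AT1G17290) by 1.91 ± 0.23 (adjusted p 6.48e-05) and HRE2 (AT2G47520) by 1.57 ± 0.45 (adjusted p 0.0223) in Col-0. HRE1 (AT1G72360) rose by 0.83 ± 0.27 (adjusted p 0.0408), and HB1 (AT2G16060; 0.77 ± 0.42, adjusted p 0.21) and PCO1 (0.01 ± 0.30, adjusted p 0.993) did not pass the threshold. For HB1 this changed with the block (0.78, adjusted p 0.0496) and with the 6 libraries of the comparison alone (0.77, adjusted p 0.0498), in a range of 0.0496 to 0.381 over the alternatives. HRE1 in turn no longer passed with the 6 libraries alone (adjusted p 0.0672) or with scaling to library size alone (0.118), in a range of 0.000856 to 0.118. HRE1 lost its call in 5 of the 6 fits that each left out 1 library, all but that without replicate 3 of flg22-treated Col-0, and HRE2 in 4, those without any 1 flg22-treated library or mock-treated replicate 3 (adjusted p 0.0514 to 0.195 and 0.0501 to 0.0786).

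In mock-treated a1a2 against Col-0, the log2 fold change was 5.21 ± 0.27 for PCO1 (SE, adjusted p 1.42e-05), 3.72 ± 0.52 for LBD41 (adjusted p 0.0155), 3.54 ± 0.44 for HB1 (adjusted p 0.00785) and 3.20 ± 0.41 for HRE2 (adjusted p 0.00832). ADH1 (AT1G77120) was higher by 3.23 ± 0.64 and did not pass the threshold without the block (adjusted p 0.143), as its level in a1a2 varied between replicates (50.7 ± 37.1 CPM, SD, n = 3). With the block its adjusted p was 0.00019, in a range of 1.18e-33 to 0.342 over the alternatives. Without replicate 2 or 3 of mock-treated Col-0, HB1, HRE2 and LBD41 lost their calls (adjusted p 0.0569 to 0.125), and LBD41 also did so without replicate 1. Each of these genes also lost its call under 1 of the 7 other alternatives, with adjusted p-values of up to 0.152, 0.125 and 0.125. Without replicate 1 of mock-treated a1a2, the log2 fold changes of HB1, LBD41 and ADH1 were 2.93, 3.12 and 2.46. After flg22, HB1 was higher in a1a2 by 3.26 ± 0.43 (adjusted p 0.0133) and lost its call in 3 of the 6 fits without 1 library. LBD41 (2.11, adjusted p 0.247) and HRE2 (2.14, adjusted p 0.0619) did not pass after flg22. With the block, both passed (adjusted p 0.00027 and 0.00184). PDF2.1 (AT2G02120), VSP1 (AT5G24780), CRK25 (AT4G05200), CHIA (AT5G24090), TGG2 (AT5G25980) and IGMT5 (AT1G76790) were lower in a1a2 after flg22. Their log2 fold changes were -2.40, -1.96, -0.98, -0.86, -0.76 and -0.87. None passed in edgeR without the block (adjusted p 0.0591 to 0.577), and each passed with it (0.00027 to 0.0434). In mock, the same genes were also lower in a1a2, by -2.07, -1.54, -0.76, -1.10, -0.83 and -0.78 in the same order. With the block, all but CRK25 (adjusted p 0.102) passed in mock too (0.00097 to 0.0178). Their interactions were -0.42 to 0.24 in edgeR, so these values do not show a difference limited to flg22. AT5G24240 rose after flg22 by 2.98 ± 0.29 in Col-0 (adjusted p 1.4e-05) and by 0.99 ± 0.38 in a1a2 (adjusted p 0.0784), with an interaction of -1.995 ± 0.48 that did not pass the threshold in edgeR (adjusted p 1).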

Values the study reported

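The study reported around 4,400 genes changed by flg22 in each genotype, of which around 2,800 rose and around 1,500 fell. It counted 700 such genes in a1a2 alone and 507 in the wild type alone. In the direct comparison of the genotypes it reported 104 genes in mock and 97 after flg22, with 59 found in both. The overlap of the wild-type flg22 genes with 2 h of hypoxia was given as 384 genes. For GSL5, the reported log2 change after flg22 was 0.815 in a1a2 and 1.023 in the wild type.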

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

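The tests of replicate numbers for the phosphate starvation, sulfur limitation and 2 h hypoxia genes were chosen only after these results had been seen. The results in this part were singled out because a test of the difference itself, the interaction, gave the 2 genotypes different flg22 responses. In camera with a preset correlation, 4 of the 9 gene sets passed an adjusted p of 0.05 for the interaction, while 0 of 20439 single genes did so and 188 had an unadjusted p under 0.05. None of the 4 calls held with an estimated correlation, with fry or with fry and the replicate block (adjusted p 0.0968 to 0.534 over these 3 tests), so a difference between the responses is not established for any of them. With the replicate block, camera passed 6 of the 9 sets. The 2 added were the aliphatic glucosinolate genes (-0.145, adjusted p 0.00102) and the falling genes of the 2 h hypoxia list (-0.02, adjusted p 0.0444). For the former, the interaction was -0.19, -0.13 and -0.14 within replicate numbers 1, 2 and 3. With fry and the block, the adjusted p was 0.376 and 0.722 for these 2 sets, and it was 0.882 for both with fry alone and 0.777 and 0.676 with the estimated correlation.

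The mean flg22 response of the 33 PTI markers was larger in a1a2 by 0.31 on the log2 scale, with 26 of 33 genes in this direction (camera adjusted p 4.7e-08, estimated correlation 0.19, fry 0.326). Across the alternatives other than leaving out libraries, the adjusted p ranged from 3.51e-08 to 0.326. Without single libraries the difference was 0.17 (without replicate 3 of mock-treated a1a2) to 0.56 (without replicate 1 of flg22-treated Col-0). It came mostly from a lower level in mock, since the markers were at -0.28 in mock-treated a1a2 against Col-0 (27 of 33 lower, camera adjusted p 0.000619, fry 0.331, fry with the block 0.107) and at 0.03 after flg22 (adjusted p 0.0589). The mock value was -0.48 without replicate 1 of mock-treated a1a2 and -0.14 without replicate 3 (adjusted p 5.58e-06 and 0.248, in a range of 5.58e-06 to 0.248 over the fits that each left out 1 library). With library size scaling alone the value was 0.289. That scaling shifted the median interaction of all genes by only -0.005, so neither this value nor the corresponding ones below test library scaling as a source. Within replicate numbers 1, 2 and 3 the difference was -0.05, 0.51 and 0.67. Leaving out number 3 left a mean of 0.228 from values that differ in sign, so the data do not decide whether a single replicate number carries the pattern. A general increase of the flg22 response in a1a2 also stays open. The slope over all flg22-responsive genes was 1.053, which lay within the range produced by exchanging genotype labels (0.825 to 1.212, exact permutation p 0.545), so an increase was neither established nor excluded. Averaged over log2 CPM differences within replicate numbers, the PTI difference was 0.376 rather than the fitted 0.31. On that measure, the slope alone would give 0.195, and -0.197, 0.308 and 0.460 within numbers 1, 2 and 3. The slope was lowest and highest in the same numbers as the PTI difference. An effect of arginyl transferase loss on these genes, uneven replicates and a general increase cannot be told apart with 3 replicates per group.

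The 15 phosphate starvation genes changed after flg22 by -0.75 in a1a2 and -0.32 in Col-0, an interaction of -0.44 with 3 of 15 genes in the opposite direction (camera adjusted p 0.000135, estimated correlation 0.338, fry 0.534, range over the alternatives 1.83e-05 to 0.534). The call was lost without replicate 1 of flg22-treated a1a2 (-0.24, adjusted p 0.227) and without replicate 2 of mock-treated a1a2 (-0.20, adjusted p 0.058). The value under library size scaling alone was also -0.44. Within replicate numbers 1, 2 and 3 the values were -0.29, -0.57 and -0.33, and leaving out number 2 gave -0.31, so no single number carried the direction. The a1a2 level lay above Col-0 by 0.99 in mock and by 0.55 after flg22, which means that the genotype difference narrowed after flg22 and kept its direction. A narrowing of this size may reflect genotype. It did not pass in fry without or with the replicate block (adjusted p 0.534 and 0.141), so it is not established.

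The 15 sulfur limitation genes had an interaction of -0.17, with 4 of 15 genes in the opposite direction (camera adjusted p 0.000212, estimated correlation 0.0968, fry 0.313, range 2.39e-05 to 0.313). The fits that each left out 1 library gave -0.36 (without replicate 1 of flg22-treated a1a2) to -0.07 (without replicate 1 of flg22-treated Col-0). Within replicate numbers 1, 2 and 3 the values were -0.12, -0.16 and -0.39. Leaving out number 3 gave -0.14, so no single replicate number accounts for the direction. With library size scaling alone the value was -0.18. As with the phosphate genes, the genotype difference was smaller after flg22 (0.41) than in mock (0.59). An effect of genotype on the response of these genes remains a hypothesis that fry did not bear out.

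The 425 rising genes of the 2 h hypoxia list had an interaction of 0.07, with 249 of 425 genes in this direction (camera adjusted p 0.00931, estimated correlation 0.429, fry 0.504, range 0.011 to 0.504 over the alternatives). Scaling to library size alone gave 0.06. The values within replicate numbers 1, 2 and 3 were -0.075, 0.086 and 0.246, and leaving out number 3 left a mean of 0.005 from values that differ in sign, so the data do not decide whether a single number carries this difference. Without replicate 1 of flg22-treated a1a2 the fitted value was 0, and the call was also lost without replicate 2 or 3 of flg22-treated Col-0 (0.045 and 0.054), replicate 2 of mock-treated Col-0 (0.045) and replicate 3 of mock-treated a1a2 (0.013), with adjusted p-values of 0.0566 to 0.764. Of the 33 PTI markers, 13 belong to this list as well. Uneven replicates and an effect of genotype cannot be told apart here.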

How the results depend on the processing

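DESeq2 with the replicate block, fry with the replicate block and scaling to library size alone were tried only after the data had been seen. For the shared DEGs and the hypoxia overlap, the same holds for glmTreat, the adjusted p alone and DESeq2 on 6 libraries. The interaction of single genes was not fitted on 6 libraries, since it needs all 4 groups. The changes of ATE1 and ATE2, the GSL5 interaction, which did not pass, and the hypoxia overlap kept their direction and their side of the threshold under each alternative run for them. For ATE1, ATE2 and GSL5, glmTreat, the adjusted p alone and DESeq2 on 6 libraries were not run. ATE1 ranged from -3.13 to -3.10 in mock and -3.01 to -2.96 after flg22, ATE2 from -3.94 to -3.91 and -4.37 to -4.33, and the GSL5 interaction from -0.22 to -0.20. The odds ratio of the hypoxia overlap was 3.98 to 5.77. The slope was 1.041 to 1.054.

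The flg22 DEGs numbered 2445 to 5752 in Col-0, 2512 to 5658 in a1a2 and 2235 to 4875 shared by both. Only glmTreat moved these counts by more than 1.5 times, to 2445, 2512 and 2235, because by construction it asks for evidence that a change exceeds 1.5-fold. The genotype DEGs depended on the model. In mock, 34 DEGs became 196 with the replicate block, 103 with DESeq2, 323 with DESeq2 and the block, 12 with edgeR on the 6 libraries of the comparison and 105 with DESeq2 on these 6. After flg22, 28 became 169 with the block, 82 with DESeq2, 275 with DESeq2 and the block and 90 with DESeq2 on 6 libraries. The DEGs shared by both treatments, 26, became 120, 64 and 174 with the block, DESeq2 and both, 9 with edgeR on 6 libraries and 62 with DESeq2 on 6. The DEGs of the unblocked edgeR fit were contained in each of these longer lists for the block (34 and 28) and for DESeq2 on 12 libraries (34 and 28). DESeq2 with the block called 4 interaction genes, where the other alternatives called 0. The rise with the block is taken up below, and for the other differences the cause was not tested. Among the gene set tests, 30 calls became 7 with the estimated correlation and 13 with fry. Both tests allow for correlation between the genes of a set beyond the preset value.

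Across the fits that each left out 1 library, the flg22 DEGs numbered 3536 to 4850 in Col-0 and 3728 to 4399 in a1a2, the genotype DEGs 14 to 33 in mock and 15 to 23 after flg22, the interaction genes 0 throughout, the shared flg22 DEGs 3294 to 3866, the shared genotype DEGs 14 to 26 and the gene set calls 26 to 35. The lowest genotype counts came without replicate 3 of mock-treated Col-0 (14) and replicate 2 of flg22-treated Col-0 (15). ATE1 ranged from -3.19 to -3.00 in mock and -3.24 to -2.82 after flg22, ATE2 from -4.10 to -3.67 and -4.87 to -4.06, the GSL5 interaction from -0.31 to -0.10, and the odds ratio from 4.73 to 5.32. The slope ranged from 0.993 to 1.121. Its side of 1 changed to 0.993 without replicate 3 of flg22-treated Col-0. Without replicate 1 of flg22-treated a1a2, the hypoxia markers after flg22 in a1a2 moved to -0.005 and the interaction of the rising hypoxia genes to 0, with highest values of 0.92 (without replicate 1 of mock-treated a1a2) and 0.162 (without replicate 1 of flg22-treated Col-0). With 2 libraries left in a group, these fits also have less power.

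Of 595 values of named genes under the other alternatives, 531 stayed on their side of the threshold, 13 became weaker and 51 stronger. Of 192 values of gene set means, 140 stayed, 49 became weaker and 3 stronger, and 23 of the 49 came from the estimated correlation, 18 from fry and 7 from fry with the block. Leaving out libraries gave 510 values of named genes, with 455 on the same side, 52 weaker and 3 stronger, and 384 of gene set means, with 362, 19 and 1, and 2 reversed. The depth of 20285662 to 22433536 counts per library limits genes near the floor, whose folds are given as bounds.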

Other observations

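The test of clock genes in a1a2 was chosen only after the result had been seen. Other splits of the samples were counted for each comparison. For flg22 against mock, 1 of the 10 splits of the 6 samples, the real one, gave as many DEGs in Col-0 and 1 of the 10 in a1a2. For a1a2 against Col-0, it was 1 of the 10 in mock and 1 of the 10 after flg22. With 3 against 3 samples this share cannot go under 0.1, so these counts alone do not exclude a chance arrangement. Since the replicate numbers pair the samples, the real split was also compared with the 4 splits that part all 3 pairs. With the block, the real split again was the only 1 of the 4 with as many DEGs in each comparison, and the other splits gave 0. For the interaction, 30 of the 30 random exchanges of genotype labels, the real one included, gave as many genes, as the real number was 0, with 188 at an unadjusted p under 0.05.

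The genotype DEGs here were fewer than in the study. There were 34 in mock. That is lower than the value quoted from the study above. There were 28 after flg22. That is lower than the value quoted above. The lists shared 26 genes. That too is lower than the value quoted above. According to its methods, the study determined differential expression with DESeq2. DESeq2 on the same 12 libraries without the block gave 103, 82 and 64 for these counts. The change from edgeR to DESeq2 thus went with much of the gap. Which step of the 2 packages moved the counts was not tested.

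The number of genotype DEGs rose from 34 to 196 in mock and from 28 to 169 after flg22 when the replicate number was used as a block. If the block had gained calls merely by its form, rotated replicate numbers would have done the same. With rotated numbers, the highest count was 36. In simulated counts with replicate effects, 3.74% of the blocked calls were false. Those counts gave a replicate number the same effect in all 4 groups and took their dispersions from the blocked fit. They do not test replicate effects that differ between groups, so false calls from such effects are not excluded. Variation shared by libraries with the same replicate number is the candidate explanation that the rotated numbers favour. The blocked list of 245 genes in either treatment may therefore be nearer to the true number than the unblocked one. Both counts are given because the unblocked model was chosen before the data were examined.

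The shared variation itself was examined with 20 clock genes. Their median SD between replicate numbers was 0.745 on the log2 scale, against 0.124 for random lists, and higher than in each of 10000 random lists. The morning genes deviated by -0.53, -0.07 and 0.59 in replicate numbers 1, 2 and 3, and the evening genes by 0.65, 0.31 and -0.96. A difference in circadian phase at harvest is a candidate explanation. The seedlings grew in continuous light, and the harvest times were not analysed here, so no separate biological explanation was tested.

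The clock genes also differed slightly between the genotypes. Across the 20 genes, the change in a1a2, averaged over both treatments with the block, correlated with the change from replicate number 1 to 3 at an r of 0.922, with a slope of 0.181. Of 10000 random lists matched on expression, 46 had an r as high, with a median r of 0.348 and a 95th percentile of 0.786. The clock genes varied together between replicate numbers, which genes drawn at random need not do. This share is therefore not a p-value for a displacement of the clock. Among the evening genes, 9 of 10 were lower in a1a2, and among the morning genes 5 of 10 were higher. With the block, LHY was a genotype DEG in mock (0.59, adjusted p 0.00864) and FKF1 after flg22 (-1.21, adjusted p 0.0238), and FKF1 (-0.97, adjusted p 0.00367) and PRR5 (-0.63, adjusted p 0.0416) were DEGs for the genotype averaged over treatments. A small displacement of the clock in a1a2, or a small difference in harvest time between the genotypes, may underlie this, and the design gives no means of separating them. Such a displacement does not account for the genotype DEGs as a whole. Across the 245 blocked DEGs, the genotype change and the change between replicate numbers correlated at an r of -0.123. These DEGs did vary more between replicate numbers than the other genes, with a median absolute log2 change of 0.661 against 0.205. Some other link between the list and the replicate numbers is therefore not excluded.

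Technical sources of the genotype DEGs were weighed on the same 245 genes. Leaving aside ATE1 and ATE2, 4.12% of them lay within 1 Mb of these loci, against 4.67% of the other tested genes (Fisher's exact p 0.878), which argues against sequence linked to the insertions as the cause of the list as a whole. Fractional counts, a sign of shared reads, occurred in 12.7% of them and in 11.6% of the others (Fisher's exact p 0.615), which argues against shared reads. Loss of arginyl transferase activity stays open as the biological explanation for the list as a whole. The study reports that, for some genes mis-regulated only after flg22, a rescue line with ATE1 restored tied the change to this loss. The rescue line was not analysed here.

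Sets of nutrient genes differed between the genotypes in camera and were weighed further. The iron deficiency genes were lower in a1a2 by a mean log2 of -1.11 in mock (21 of 21 genes). Leaving out replicate number 2 gave -0.786, so no single number carried the direction. Scaling to library size alone gave -1.13, but it shifted the median gene by only -0.026 in this comparison, so this value and those of the next 2 sets do not test library scaling as a source. A smaller share of root tissue was tested with 25 root genes. Their mean in mock was -0.104, with 0.05, 0.18 and -0.54 within replicate numbers 1, 2 and 3, whereas the iron genes were at -0.79, -1.65 and -0.78. After flg22 the root genes were at 0.20, -0.20 and -0.06. The root genes thus did not fall together with the iron genes, which argues against a smaller share of roots. The phosphate starvation genes were higher by 0.99 in mock, with 0.957 under library size scaling and 0.738 without replicate number 2. The sulfur limitation genes were higher by 0.59, with 0.562 under library size scaling and 0.57 without replicate number 3. Of these 3 sets, the sulfur genes in mock were the only ones past the threshold in fry (adjusted p 0.00198, against 0.226 for iron and 0.0551 for phosphate) when the pairing by replicate number was left aside. With the replicate block, all 3 sets passed in fry in mock (adjusted p 0.00152, 0.0121 and 0.000695). A changed nutrient state of a1a2 may explain the 3 patterns, as a hypothesis found on these data. Growth conditions that differ between plates of the 2 genotypes were not tested.

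The effects of flg22 and of genotype fell on different genes no more and no less often than the tested genes at large. Of 94 DEGs for the genotype averaged over treatments, 22 (23.4%) were also DEGs for flg22 averaged over genotypes, against 24.2% of all tested genes. The rising genes of the 2 h list rose after flg22 in Col-0 by a mean of 1.66, while the 30 hypoxia markers, higher in mock-treated a1a2 by a mean of 3.09, changed by a mean of 0.60 (median 0.22) after flg22 in Col-0. This smaller change did not pass the threshold (adjusted p 0.268), but it did with fry and the replicate block (0.0443), in a range of 0.038 to 0.838. The lowest value came from scaling to library size alone, which shifted all genes and is no evidence on these markers.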
